# Transcriptome sequencing and comparative transcriptome analysis of the scleroglucan producer *Sclerotium rolfsii*

**DOI:** 10.1186/1471-2164-11-329

**Published:** 2010-05-26

**Authors:** Jochen Schmid, Dirk Müller-Hagen, Thomas Bekel, Laura Funk, Ulf Stahl, Volker Sieber, Vera Meyer

## Abstract

**Background:**

The plant pathogenic basidiomycete *Sclerotium rolfsii *produces the industrially exploited exopolysaccharide scleroglucan, a polymer that consists of (1 → 3)-β-linked glucose with a (1 → 6)-β-glycosyl branch on every third unit. Although the physicochemical properties of scleroglucan are well understood, almost nothing is known about the genetics of scleroglucan biosynthesis. Similarly, the biosynthetic pathway of oxalate, the main by-product during scleroglucan production, has not been elucidated yet. In order to provide a basis for genetic and metabolic engineering approaches, we studied scleroglucan and oxalate biosynthesis in *S. rolfsii *using different transcriptomic approaches.

**Results:**

Two *S. rolfsii *transcriptomes obtained from scleroglucan-producing and scleroglucan-nonproducing conditions were pooled and sequenced using the 454 pyrosequencing technique yielding ~350,000 reads. These could be assembled into 21,937 contigs and 171,833 singletons, for which 6,951 had significant matches in public protein data bases. Sequence data were used to obtain first insights into the genomics of scleroglucan and oxalate production and to predict putative proteins involved in the synthesis of both metabolites. Using comparative transcriptomics, namely Agilent microarray hybridization and suppression subtractive hybridization, we identified ~800 unigenes which are differently expressed under scleroglucan-producing and non-producing conditions. From these, candidate genes were identified which could represent potential leads for targeted modification of the *S. rolfsii *metabolism for increased scleroglucan yields.

**Conclusions:**

The results presented in this paper provide for the first time genomic and transcriptomic data about *S. rolfsii *and demonstrate the power and usefulness of combined transcriptome sequencing and comparative microarray analysis. The data obtained allowed us to predict the biosynthetic pathways of scleroglucan and oxalate synthesis and to identify important genes putatively involved in determining scleroglucan yields. Moreover, our data establish the first sequence database for *S. rolfsii*, which allows research into other biological processes of *S. rolfsii*, such as host-pathogen interaction.

## Background

The basidiomycete *Sclerotium rolfsii *is a soilborne plant pathogenic fungus causing diseases in many agricultural and horticultural plants [1-3]. However, it is also used in biotechnology as a microbial platform for the production of the exopolysaccharide (EPS) scleroglucan. This polysaccharide is a water-soluble homopolymer composed of a (1 → 3)-β-linked glucopyranose backbone with single (1 → 6)-β-linked glucopyranosyl branches on every third subunit [4] and traded under the commercial names Tinocare^® ^GL and Actigum^®^. Scleroglucan shows remarkable rheological properties rendering the substance as a multipurpose compound for many industrial applications, ranging from oil recovery over food industry to cosmetics and medical applications [5-7]. Surprisingly, only very little information is available on the biosynthesis of scleroglucan formation by *S. rolfsii *[4,7,8] whereas the physicochemical properties of scleroglucan are well explored [7-11].

According to theoretical considerations put forward by Sutherland [11,12], scleroglucan synthesis follows the general scheme for polysaccharide production in microbial systems in three major steps: substrate uptake, intracellular formation and extrusion from the cell. Uptake of glucose into the cell is mediated by glucose transporter(s), followed by phosphorylation of glucose to glucose-6-phosphate via a hexokinase reaction (EC: 2.7.1.1). After interconversion of glucose-6-phosphate to glucose-1-phosphate by phospho-glucomutase (EC: 2.7.5.1), a UTP-glucose-1-phosphate uridylyltransferase (EC: 2.7.7.9) activates glucose-1-phosphate to UDP-glucose. A (1 → 3)-β-glucan synthase (EC: 2.4.1.34) polymerizes the backbone chain using UDP-glucose as monomeric precursor. The last step yielding to the (1 → 6)-β branching at every third glucose molecule is supposed to be catalyzed by trans-D-glucosidases [12]. ^14^C incorporation experiments evidenced that the (1 → 3)-β chain of scleroglucan is elongated toward the non-reducing terminus and that (1 → 6)-β-linked glycosyl side residues are incorporated simultaneously as the (1 → 3)-β-glucan backbone is elongated [13,14].

Several empirical studies have been performed to identify optimum medium composition for EPS production by *S. rolfsii *[15-21]. Interestingly, medium conditions favoring scleroglucan production have been reported to increase the amount of secreted oxalate as well [22,23]. The biosynthesis of scleroglucan has thus been proposed to be closely linked to the synthesis of oxalate; a reducing agent and strong acid involved in the infection process of *S. rolfsii *[24,25]. During industrial scleroglucan production, however, the formation of the by-product oxalate is undesirable as it lowers the productivity of the process and negatively interferes with downstream processing of scleroglucan [7,18]. For some of its applications, e.g. in cosmetics and food industry, a cost intensive removal of oxalate is necessary.

Microbial oxalate is assumed to be synthesized in the glyoxylate cycle (GLOX), which is the anaplerotic pathway during growth on C2-carbon sources. Glyoxylate and succinate are the products of the isocitrate lyase reaction, and glyoxylate is either further oxidized to oxalate via the glyoxylate oxidase or used as precursor for malate synthesis. Although for basidiomycetes the cellular role of oxalate is still not clarified, it has been reported to be important for free radical formation, iron and calcium chelation as well as pectin and cellulose hydrolysis [26-29]. In phytopathogenic fungi, oxalate has been described as a very important factor contributing to fungal virulence. One role of oxalate is to lower the pH of the ambient environment, resulting in increased fungal polygalacturonase activity necessary for plant cell wall degradation [23,27,28]. Other roles include sequestration of calcium from cell walls, hydrolysis of plant pectin, suppression of plant defense responses and induction of the programmed cell death in plants [30-32].

Understanding the genetic basis for scleroglucan and oxalate biosynthesis is a prerequisite for the design of genetically engineered strains with improved scleroglucan yields. However, the genome of *S. rolfsii *has not been sequenced yet and DNA sequences have been published for only a few *S. rolfsii *genes. To overcome this obstacle, we applied the massively parallel short-read 454 pyrosequencing technology to sequence the transcriptome of *S. rolfsii*. From the assembled and annotated unigene sequences, we predicted genes particularly involved in EPS and oxalate metabolism. Additionally, we performed a global suppression subtractive hybridization (SSH) approach to isolate and identify genes up-regulated under scleroglucan-producing conditions. We used the sequence data obtained from the 454 sequencing and from the SSH approaches to finally develop Agilent microarray chips to perform comparative gene expression profiling for *S. rolfsii *grown in scleroglucan-producing and scleroglucan-nonproducing conditions and to identify genes differentially expressed under both conditions.

## Results and Discussion

### Designing scleroglucan-producing and scleroglucan-nonproducing media

A basic requirement for this work was the development of two cultivation media for *S. rolfsii*, which should provide sufficient growth and a comparable biomass production, however with significant differences in EPS production. In order to identify such media compositions, we used the synthetic EPS medium proposed by Farina et al [15], and altered both the nature and concentration of the carbon (glucose, fructose, sucrose; 25-220 mM) and nitrogen (NH_4_Cl, NaNO_3_, (NH_4_)_2_SO_4_; 17-280 mM) sources. *S. rolfsii *was cultivated in these media and the formation of scleroglucan and oxalate was monitored over time (data not shown). As shown in Figure 1A, scleroglucan production was high in medium containing 220 mM Glc and 35 mM NaNO_3 _(designated EPSmax13) and lower in medium containing 220 mM Fru and 35 mM NH_4_Cl (designated EPSmin17). At 30 h of cultivation, *S. rolfsii *produced scleroglucan in EPSmax13 medium but to a slightly lesser extent in EPSmin17 medium. Sufficient amounts and significant differences in scleroglucan production are detectable after 37 h of cultivation, whereas biomass accumulation was comparable. We thus decided to choose the 37 h time point for the comparative analysis. Interestingly, cultures of *S. rolfsii *grown in EPSmax13 and EPSmin17 media displayed similar pH and oxalate profiles, suggesting that oxalate production is rather coupled to growth and biomass formation than to scleroglucan synthesis (Figure 1B).

**Figure 1:**
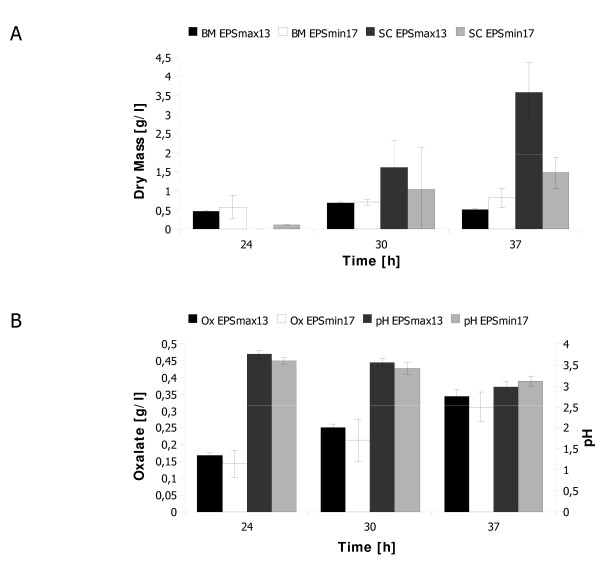
**Growth of *S. rolfsii *and metabolite production in EPSmax13 and EPSmin17 medium**. *S. rolfsii *was cultivated in 50 ml medium at 28°C up to 37 h. Cultures were harvested at the time points indicated, and the dry weight biomass (BM), scleroglucan (SC), oxalate and the medium pH determined. Mean values of a biological duplicate experiment are shown.

### 454 pyrosequencing and data analysis

Total RNA extracted from 37 h old cultures of *S. rolfsii *grown in EPSmin17 and EPSmax13 medium were pooled in a 1:1 ratio to guarantee equal predominance of both RNA populations and subsequently reversed transcribed into cDNA. The mixed cDNA sample was sequenced by 454 Life Sciences™. The rationale behind combining both mRNA populations was to increase transcriptome coverage. Triplicate sequencing runs resulted in 356,098 single reads composed of 3.68 million bases (Table 1). Using the 454 Life Sciences™ Newbler software, these reads were trimmed and assembled into 21,937 contiguous sequences and 171,833 singletons (Table 1, Additional file 1) and are later on referred to as unigenes. A complete list of all unigenes has been deposited at the NCBI Sequence Read archive (SRA, http://www.ncbi.nlm.nih.gov/sra) under accession number SRA012273.1.

**Table 1:** Sequencing, assembly and data analysis.

Sequencing reads	356,098
Trimmed reads	343,410
Singletons	171,833
Average length singletons (bases)	77
Contigs	21,937
Largest contig size (bases)	1,256
Average large contig size (bases)	654
No. of bases in large contigs	286,124
No. of large contigs	437
No. of bases	3,681,160 bases

All unigenes obtained were functionally analyzed via the Sequence Analysis and Management System (SAMS). This software platform was originally developed to support the computational analysis of shotgun genome sequencing projects [33]. However, in addition to quality assessments, SAMS is well suited for the annotation of short sequence fragments and as an annotation pipeline also includes standard bioinformatics tools such as BLAST [34]. We thus used SAMS to analyze and functionally annotate the *S. rolfsii *unigenes. The analysis pipeline was set up with different BLAST tools and databases: BLAST2× versus the NCBI NR protein database (E-value cut-off of 10^-5^), BLAST2× versus the KOG protein database (E-value cut-off of 10^-5^), BLAST2n versus the NCBI NT nucleotide database (E-value cut-off of 10^-5^) and TBLASTx2 versus the NCBI NR/NT database, E-value cut-off of 10^-5^). The EuKaryotic Orthologous Groups database (KOG) is essentially the eukaryotic version of the Clusters of Orthologous Groups database (COG; http://www.ncbi.nlm.nih.gov/COG/).

A total of 6,951 sequences were assigned to one or more KOG functional categories. The remaining sequences were excluded by the chosen cut-off E value of 10^-5^. To evaluate the completeness of the transcriptomic data collection, we searched the unigenes for the presence of genes predicted to function in four primary carbon metabolic pathways - glycolysis, pentose phosphate pathway, TCA and glyconeogenesis. Annotated sequences were found for every step of the four pathways (data not shown), suggesting that the transcriptomic library could represent a nearly complete sequence database for the *S. rolfsii *transcriptome. The annotated unigene functions cover a broad range of KOG categories (Figure 2, Additional file 2), with the majority of genes grouping into the metabolism category. Among the functional KOG categories, we were particularly interested in the categories 'Carbohydrate transport and metabolism (G)' and 'Energy production and conversion (C)' as they were supposed to contain unigenes which participate in scleroglucan and oxalate metabolism. An overview of all unigenes allocated into both categories is given in Additional file 3. From this list, unigenes were selected which could potentially be involved in each of the five steps of scleroglucan biosynthesis (Figure 3). Surprisingly, only one potential candidate glycosyltransferase, presumed to catalyze the last step in scleroglucan synthesis, was identified. Lacking more direct hits, we screened the complete 171,833 singletons for the presence of a predicted glycosyltransferase unigene and retrieved one additional positive hit (D6LAZMP02HU01 M, 109 bases).

**Figure 2:**
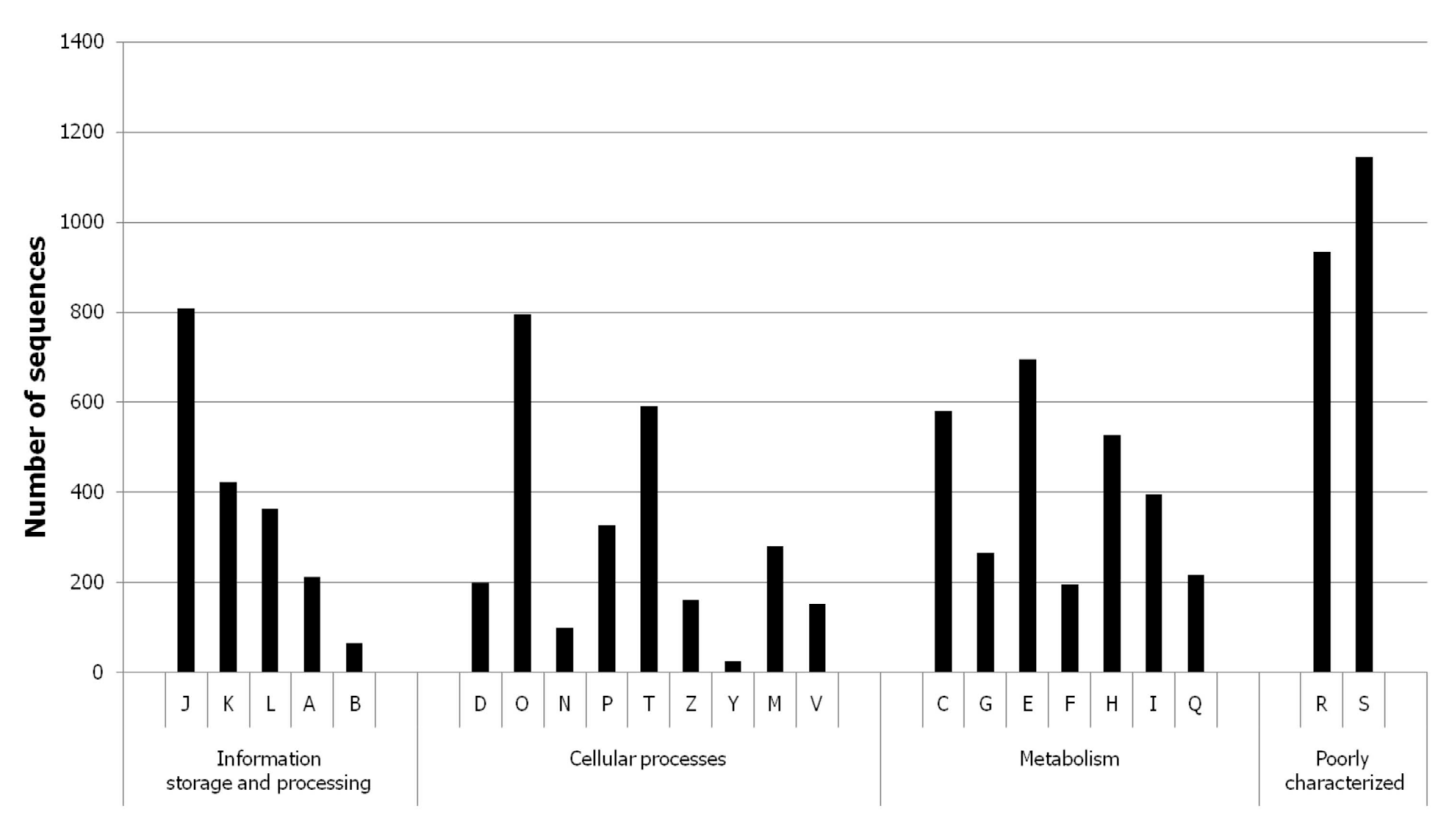
**KOG categorization of *S. rolfsii *unigenes**. Categories are abbreviated as follows: J, translation, ribosomal structure and biogenesis; K, transcription; L, replication, recombination and repair; A, RNA processing and modification; B, chromatin structure and dynamics; D, cell cycle control, cell division, chromosome partitioning; O, posttranslational modification, protein turnover, chaperones; N, cell motility; P, inorganic ion transport and metabolism; T, signal transduction mechanisms; Z, Cytoskeleton; Y, Nuclear structure, M, cell wall/membrane/envelope biogenesis; V, defense mechanisms; C, energy production and conversion; G, carbohydrate transport and metabolism; E, amino acid transport and metabolism; F, nucleotide transport and metabolism; H, coenzyme transport and metabolism; I, lipid transport and metabolism; Q, secondary metabolites biosynthesis, transport and catabolism; R, general function prediction only; S, function unknown.

**Figure 3:**
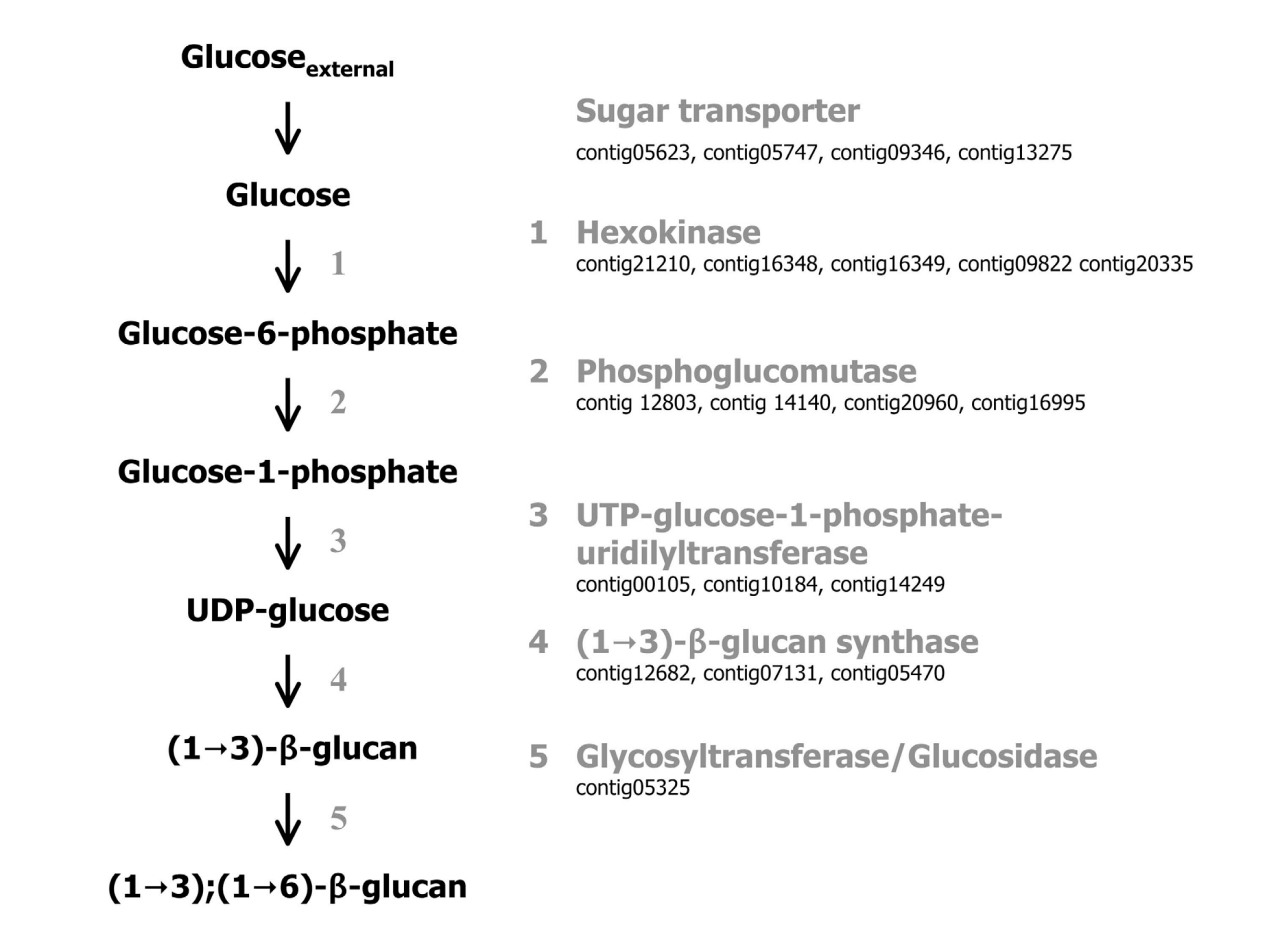
**Candidate unigenes potentially involved in scleroglucan biosynthesis**. Unigenes with predicted functions in one of these steps are indicated with their contig code.

With respect to oxalate metabolism, we could retrieve matching unigenes for 9 out of 12 possible enzymatic reactions (Figure 4 and Table 2). As three hits potentially encode an oxaloacetate hydrolase (reaction 1 in Figure 4) but none a glyoxylate oxidase (reaction 2 in Figure 4), it can be suggested that the main route for oxalate synthesis in *S. rolfsii *is via oxaloacetate. This would be in good agreement with previous findings which demonstrated that the most important pathway leading to oxalate formation in asco- and basidiomycetes is catalyzed via an oxaloacetate hydrolase and thus solely depends on oxaloacetate as precursor and not on glyoxylate [35-37]. On the other hand, it has been reported for *S. rolfsii *that the enzyme glycolate oxidase (reaction 12 in Figure 4) also accepts glyoxylate as substrate and oxidizes it to oxalate [20,38]. Four contigs show considerable homology to glycolate oxidases (Table 2), which thus could be candidate genes for such an enzyme.

**Figure 4:**
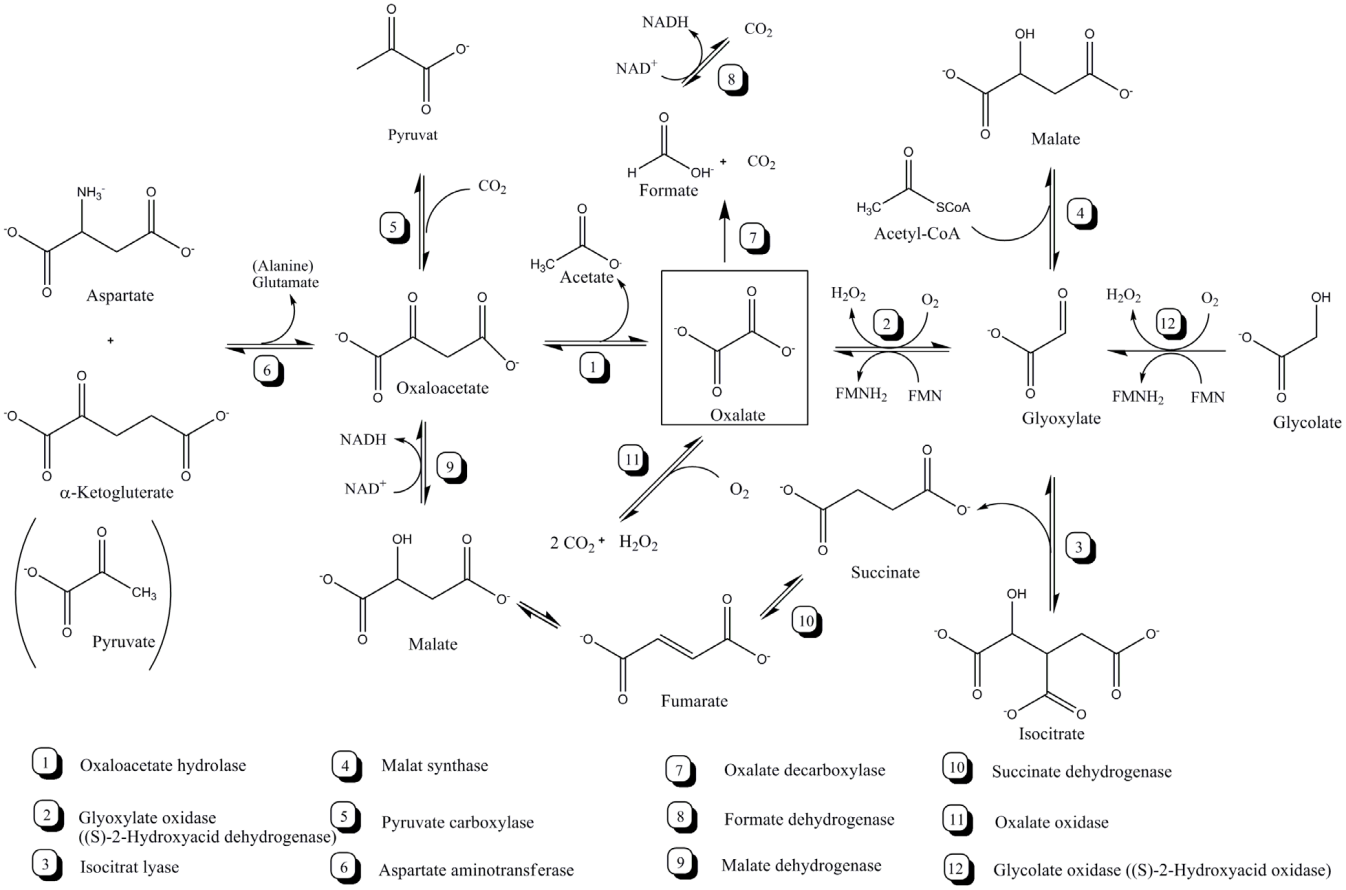
**Biochemical pathways involved in microbial oxalate metabolism**. A literature survey of microbial and especially fungal oxalate metabolism was conducted to obtain an inventory of all possible metabolic routes for oxalate synthesis and degradation. Unigenes with predicted functions in one of these steps are indicated with their contig code in Table 2.

**Table 2:** Unigenes with predicted enzyme function related to oxalate metabolism.

**No**.	Enzyme	Contig
1	Oxaloacetate hydrolase	contig05630 contig03818 contig14763

2	Glyoxylate oxidase	No hit

3	Isocitrate lyase	contig14763 contig15770 contig18874 contig18218 contig00175 contig08937

4	Malate synthase	contig00888 contig05791

5	Pyruvate carboxylase	contig00420 contig21272

6	Aspartate aminotransferase	contig02946 contig08150 contig16197 contig17262 contig19058 contig19059 contig20005

7	Oxalate decarboxylase	No hit

8	Formate dehydrogenase	contig00580 contig04723 contig04947 contig07858 contig11312 contig13166 contig15432 contig15438 contig16572 contig16914 contig17132 contig17885 contig18254 contig21037

9	Malate dehydrogenase	contig02004 contig07487e contig12545 contig16174 contig18066 contig19518 contig21582

10	Succinate dehydrogenase	contig11748 contig12058 contig05741 contig07994 contig14088 contig04161 contig15005 contig20092 contig17475 contig19516 contig18382 contig20164 contig20896 contig19935 contig21237 contig16039 contig19560

11	Oxalate oxidase	No hit

12	Glycolate oxidase	contig15511 contig21032 contig08342 contig17818

→ Summary of the *S. rolfsii *contigs giving at least one hit when analyzed with one of the four BLAST tools (E-value cut-off of 10^-5^) to the enzymes catalyzing reactions 1-12 according to Figure 4.

In terms of oxalate degradation, no hits were identified for an oxalate oxidase (reaction 11 in Figure 4) and an oxalate decarboxylase (reaction 7 in Figure 4), but several unigenes matched a formate dehydrogenase (reaction 8 in Figure 4). We propose two possible explanations for this finding. Either the main pathway for oxalate degradation is still the oxalate decarboxylase -- formate dehydrogenase route but the oxalate decarboxylase gene was expressed on a very low level and therefore not found among the mRNA population(s) used for sequencing. Or *S. rolfsii *does not use the oxalate decarboxylase -- formate dehydrogenase pathway for oxalate degradation and the formate dehydrogenase enzyme rather has a function in anaerobic respiration as shown for *Fusarium oxysporum *[39,40].

As the lack of detection for unigenes encoding for an oxalate oxidase and oxalate decarboxylase could be due to their low expression levels, we screened the genomic DNA of *S. rolfsii *via PCR using primers designed from respective fungal and plant gene sequences (see Methods). Basically, either one of both enzymes have been reported to be present in basidiomycetes, e.g. an oxalate oxidase is crucial for lignin degradation by the white rot fungus *Ceriopsis subvermispora *[41] and a oxalate decarboxylase is important for the brown rot fungus *Flammulina velutipes *for the survival under low external pH conditions [42]. All our PCR attempts to isolate a DNA sequence encoding an oxalate degrading enzyme were only successful for an oxalate oxidase but not for an oxalate decarboxylase (data not shown). We were able to isolate one DNA fragment (designated *oxox*), which showed 32% similarity to the barley *oxoX *gene, suggesting that the oxalate oxidase reaction is the likely oxalate degradation route in *S. rolfsii*.

### Comparative transcriptomics using suppression subtractive hybridization

We used a suppression subtractive hybridization (SSH) approach to isolate cDNA species which are only present or enriched in *S. rolfsii *when grown in EPSmax13 medium compared to EPSmin17 medium. The advantage of the SSH approach is that also low abundant mRNA species can be isolated. The mRNA isolated from *S. rolfsii *cultivated for 37 h in EPSmax13 medium was used as 'tester' and mRNA isolated from 37 h old *S. rolfsii *cultures cultivated in EPSmin17 medium served as 'driver'. A total of 400 transformants representing cDNAs induced under scleroglucan-producing conditions were isolated. 180 of these clones were randomly selected and screened by reverse Northern hybridization for differential expression (Figure 5 and data not shown). 49 of the 180 screened cDNA clones showed considerable differences when hybridized with total cDNAs from scleroglucan-producing and scleroglucan-nonproducing conditions, respectively, confirming that these genes are up-regulated during scleroglucan biosynthesis. The 49 differentially expressed cDNAs were sequenced (Additional file 4), analyzed via TBLASTx and assigned to their predicted functional activity within different biochemical pathways (Table 3). In addition, the BioEdit tool http://www.mbio.ncsu.edu/BioEdit/bioedit.html was applied to blast and align the SSH unigenes against the 21,937 contigs identified via 454 sequencing (E-value cut-off of 10^-5^). For the majority of the SSH unigenes, we could identify homologous 454 unigenes (Table 3).

**Figure 5:**
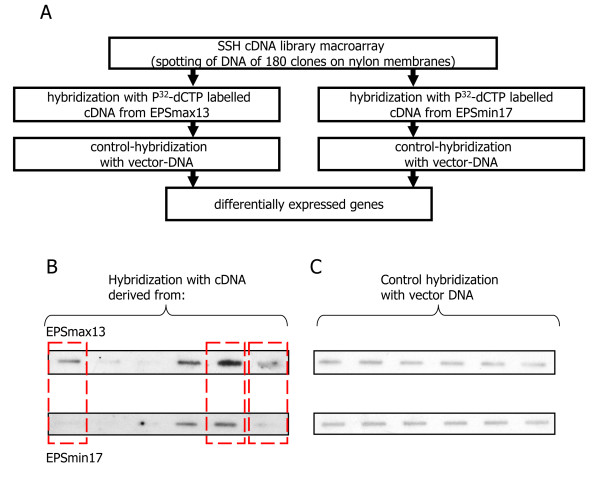
**Reverse Northern hybridization**. **A**, Flowchart of the Reverse Northern analysis. **B**, cDNA clones enriched in EPSmax13 were spotted via slot blot technique on two nylon membranes and then hybridized with total cDNAs derived either from EPSmax13 (upper panel) or EPSmin17 (lower panel). **C**, as reference, the same membranes were hybridized with vector-DNA to normalize probe intensities. Differentially expressed genes are marked by a red frame.

**Table 3:** Unigenes identified via SSH and Reverse Northern hybridization that display increased expression in EPSmax13 medium.

Target ID	Predicted function (TBLASTx)	Length (bp)*	Homologous 454 unigene
**Carbohydrate metabolism**			
12 VII-3	Glucan phosphorylase	421	contig00741
			contig15192
B5	UTP-glucose-1-phosphate uridylyltransferase	429	contig14249
F4	UDP-glucose-4-epimerase	531	contig14591
			contig16714
			contig05705
			contig19066
D1	Glucosamine-6-phosphate isomerase	441	contig18828
			contig19082
E3	Beta-fructofuranosidase	419	contig14026
			contig07977
C2	Glycogen phosphorylase	470	contig13256
7 VI-14	Glycogen phosphorylase	421	contig00741
			contig15192
3 VI-7	Isocitrate dehydrogenase	546	contig15308
			contig19633
9 VI-19	Oxoglutarate dehydrogenase	325	No hit
33 XI-28	Pyruvate decarboxylase	318	contig19196
			contig19387
E4	Pyruvate decarboxylase	242	No hit
G2	Pyruvate decarboxylase	236	contig19196
			contig19387
G8	Pyruvate decarboxylase	242	contig03793
			contig15593
D2	Phosphopyruvate hydratase	183	No hit
B8	Trehalose phosphorylase	178	contig17258
			contig19103
F3	Mannitol-1-phosphate dehydrogenase	357	contig21872
			contig13513
			contig19371
4 VI-8	Formate dehydrogenase	186	contig08513
27 V-36	Formate dehydrogenase	486	contig04947
			contig11312
			contig16572
			contig17132
			contig13166

**Lipid metabolism**			
29 X-12	Acetyl-CoA hydrolase/transferase	911	contig16913
			contig18900
			contig13924
34 XI-34	Oleate 12-hydroxylase gene	337	contig00730
			contig19568
21 VIII-38	Multifunctional beta-oxidation protein	589	contig15214
			contig15066
			contig12394
8 VI-18	Acyl-CoA-Dehydrogenase	877	contig11819
			contig00728
			contig07196

**Transport**			
13 VII-5	Endoplasmic reticulum-derived transport	451	contig14573
			contig13652
A3	Copper transporter	481	contig15666
			contig14830
			contig02543
			contig18312

**Amino acid metabolism**			
22 VIII-45	Acetylornithine aminotransferase	146	No hit
6 VI-12	Acetylornithine aminotransferase	140	No hit
21 VIII-38	Aminotransferase	589	contig15214
			contig15066
			contig12394
A2	Aspartate aminotransferase	476	No hit
B7	Aspartate aminotransferase	538	contig16197
			contig17262
			contig08150

**Oxidative stress**			
D4	Manganese superoxide dismutase	229	contig14464

**Others**			
D3	Superfamily of calcium sensors and calcium signal modulators	351	contig18978
			contig15800
			contig15801
			contig16990
18 VII-50	ATP synthase vacuolar proton pump	358	contig05644
			contig12704
20 VIII-21	GAL4-like DNA-binding domain	340	contig04517
31 X-30	Plasma membrane H+ transporting ATPase	348	contig14871
B4	Intradiol dioxygenase	570	No hit

**Hypothetical**			
A4	hypothetical protein UM02463.1	352	contig16014
14 VII-6	XP_001828655.1 CC1G_10527	345	No hit
24 IV-17	XP_001873967.1	470	No hit
28 X-11	XP_001875220.1	624	contig16711
			contig08447
5 VI-11	XP_001873416.1	392	contig01594
			contig20088
			contig21715
			contig15050
B2	XP_001830146.1 CC1G_09306	540	contig20176
			contig17567
			contig17591
			contig21673
15 VII-9	Transcription factor	352	No hit
B6	No hit	590	contig02865
			contig11989
			contig00561
A8	No hit	193	No hit
A7	No hit	193	No hit
1 VI-4	No hit	207	contig14768
			contig20467
			contig09075
11 VII-2	No hit	241	contig15360
			contig15302
G7	No hit	537	contig21711
			contig12931
			contig16495
C6	No hit	602	contig02865
			contig11989
			contig00561
F8	No hit	367	contig16532
			contig19793
			contig01157

* The DNA sequences of all SSH unigenes are given in Additional file 4.

Interestingly, we isolated not only genes predicted to function in scleroglucan and oxalate metabolism (e.g. UTP-glucose-1-phosphate uridylyltransferase, two aspartate aminotransferases, and two formate dehydrogenases) but also genes known to play fundamental roles in primary metabolism. For example, pyruvate decarboxylase (marker enzyme for oxygen limitation), isocitrate dehydrogenase (key enzyme of TCA), oxoglutarate dehydrogenase (enzyme of TCA and key enzyme for ammonia assimilation), acyl-CoA-dehydrogenase (first and rate-limiting step of fatty acid oxidation) and glycogen phosphorylase (crucial for survival under low energy supply) were among the predicted proteins.

### Comparative transcriptomics using Agilent microarray hybridization

Complementary to the SSH approach; we performed gene expression profiling to identify genes up- and down-regulated during scleroglucan-producing conditions. In order to manufacture respective Agilent microarrays, ten different 60 bp long probes were designed (Additional file 5) and *in situ *synthesized for all of the 454 and SSH unigenes (~22,000). The specificity of the probes was analyzed in a test hybridization run using pooled cDNA populations from *S. rolfsii *cultivated for 37 h in EPSmax13 and EPSmin17 medium (data not shown). Based on the results, two probes per unigene were selected for the design of Agilent Multiplex 44K Arrays (Additional file 6). 

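The first 1995 rows of Additional file 6 were used here, and for 990 unigenes both selected probes were measured on the 5 arrays analysed. For 615 of them, both probes were well above background on all 5 arrays, and the log2 fold changes of the paired probes between EPSmax13 and EPSmin17 correlated with r = 0.961 across unigenes, which are not independent replicates. The median distance between the log2 fold changes of both probes was 0.05. For 154 unigenes neither probe was well above background on any array, and there r was 0.200.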

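Data of 5 arrays were analysed, 3 hybridized with RNA of EPSmax13 cultures (replicates 1, 2 and 3) and 2 with RNA of EPSmin17 cultures (replicates 1 and 3). The scleroglucan-producing EPSmax13 medium contains glucose and nitrate, whereas EPSmin17 contains fructose and ammonium, so that carbon source, nitrogen source and scleroglucan production differ together between the groups. Each array is a 1-colour Agilent array, on which the brightness of Cy3-labelled cRNA bound to 60-mer probes is measured. The sample key gives an RNA input of 0.1 µg and the sample labels 500 ng. The authors deposited the scanner output of each array, in which spot intensities are corrected for background but not normalized between arrays. The median intensity over 43803 probes was 303, 239 and 364 on the EPSmax13 arrays and 269 and 295 on the EPSmin17 arrays. Well above background were 77.3%, 71.3% and 73.5% of the probes on the EPSmax13 arrays and 68.3% and 69.8% on the EPSmin17 arrays, and no spot was saturated. EPSmax13 replicate 1 lay on slide 1, EPSmax13 replicates 2 and 3 and EPSmin17 replicate 1 on slide 2, and EPSmin17 replicate 3 on slide 3. A fit with slide as a fixed block therefore rests on the 3 arrays of slide 2, of which 1 is of EPSmin17. Control spots were left out, spots marked as outliers by the scanner software were set to missing, and intensities were quantile normalized and log2 transformed. The media were compared with limma and p-values were adjusted by the Benjamini-Hochberg method. Each unigene was given the mean log2 intensity of the probes whose 60 bases lie in its sequence, on either strand, or that Additional file 6 pairs with it, which gave values for 2049 unigenes. Of these, 529 are listed in Additional file 15 and had therefore been selected on the same arrays. The number of arrays limits the precision of all values.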

The arrays were hybridized with *S. rolfsii *cDNA, obtained from 37 h cultivations in EPSmax13 and EPSmin17 medium, respectively. Hybridizations were performed in triplicate using mRNA isolated from three independent cultures (biological triplicate, Additional files 7, 8, 9, 10, 11, 12 and 13). 

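The log2 intensities of the 4 pairs of arrays of 1 medium correlated with a mean Pearson r of 0.989, and those of the 6 pairs of arrays of different media with a mean of 0.982, across probes, which are not independent replicates. The lowest r within a medium, 0.987 between both EPSmin17 arrays, was above the highest r between media, 0.985. The difference between both means was 0.00671, for which no test was made, since 5 arrays can be split into 3 and 2 in only 10 ways. Within slide 2 the difference was 0.00669. It moved most, to 0.0136, when only probes well above background on every array of at least 1 medium were used.

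**Figure D1:**
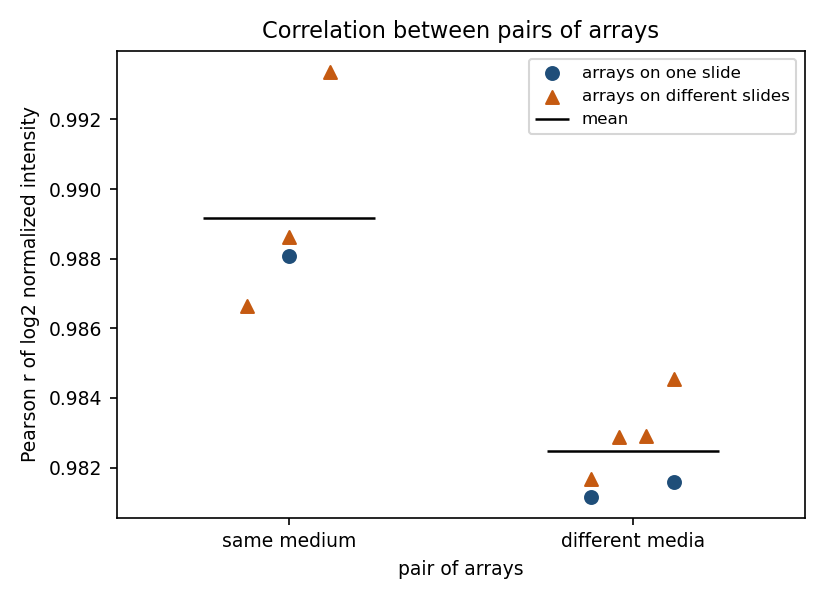
Pearson r of the log2 normalized intensity for each pair of arrays of the same medium or of different media, with triangles for arrays on different slides, circles for arrays on 1 slide and lines for the means. All pairs of the same medium lie at 0.987 or above and all pairs of different media at 0.985 or below.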

After normalization based on quantiles, hybridization clustering experiments were performed to control both experimental conditions. Based on this quality check, we had to exclude one of the triplicate samples from further analysis (EPSmin17 experiment, Sample B) as it did not cluster with the other two EPSmin17 samples (Additional file 14).

For the comparison of the EPSmax13 triplicate versus the EPSmin17 duplicate arrays, we used an arbitrary chosen fold change of 2 to define unigenes as differently expressed (Students t-test; p < 0.05). 

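With limma, 331 of 43802 probes differed between both media at an adjusted p under 0.05 and at least 2-fold, 135 of them higher and 196 lower in EPSmax13. Their median absolute log2 fold change was 2.24, and the smallest adjusted p of all probes was 0.0123. Of these probes, 50 were not well above background on any EPSmax13 array and 52 on any EPSmin17 array, 28 of them on neither. The methods' t-test on linear intensities, without adjustment, gave 1468 probes, 734 higher and 734 lower, and 30 probes after Benjamini-Hochberg adjustment, all lower. Before adjustment, 7977 probes had a limma p under 0.05, and 2301 of them changed at least 2-fold. Among the limma fits with an adjusted p, the filter on dim probes moved the count most upwards, to 1186 when only probes well above background on every array of at least 1 medium were tested. The share of higher probes among those called was 40.8%, against 56.3% with this filter and 52.7% after normexp background correction. With slide as a fixed block limma called 0 probes, with 4258 at an unadjusted p under 0.05. Limma also called 0 probes without EPSmax13 replicate 1 and without EPSmax13 replicate 3, with 5825 and 4998 at an unadjusted p under 0.05, and 70, 70 and 83 probes without EPSmax13 replicate 2, EPSmin17 replicate 1 and EPSmin17 replicate 3, respectively.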

Applying this filter, expression of a total of 723 unigenes did significantly vary between both conditions, whereby 356 unigenes were up- and 367 down-regulated under EPSmax13 condition when compared to the EPSmin17 condition. A comprehensive list of all differentially expressed unigenes is depicted in the Additional file 15. 

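Of this list, 353 up-regulated unigenes and the first 191 of the 367 down-regulated unigenes were used here. Probes were matched to 529 of these 544 unigenes. All 529 changed in the listed direction, 515 at least 2-fold, and 512 also passed a limma adjusted p of 0.05 over the 2049 unigenes with probes. The log2 fold changes and those of Additional file 15 correlated with r = 0.997 across unigenes, which are not independent replicates, with a median absolute difference of 0.02. As these unigenes were selected on the same arrays, the count is not independent evidence. Among 1001 unigenes paired through Additional file 6, 35 passed both limits. The p-values were adjusted over all 2049 unigenes, and the 529 selected ones among these make the limit easier to pass. Over the 21870 unigenes of the authors' deposited table, with each column given to the array it follows, limma called 292. The paper defines unigenes past its fold change and t-test limits as differently expressed and takes its microarray candidates for scleroglucan synthesis from them.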

As not all of the 723 unigenes displayed a KOG annotation, we manually re-annotated this gene list using TBLASTx or BLASTN (E-value cut-off of 10^-5^) and classified the predicted protein functions according to the Functional Catalogue (FunCat) [43]. We could thereby assign putative FunCats to 267 unigenes, out of which 138 were up-regulated and 129 down-regulated in *S. rolfsii *when cultivated in EPSmax13 medium (Additional file 15, Figure 6).

**Figure 6:**
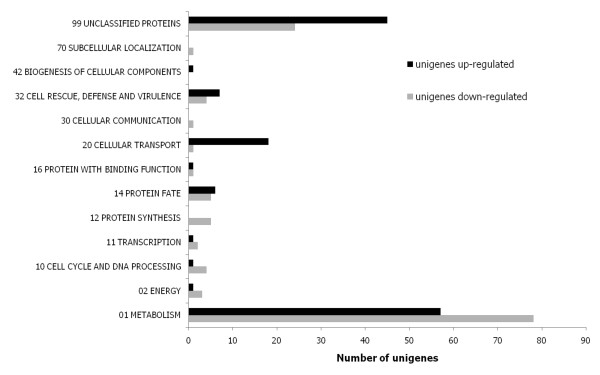
**Functional categories of genes up- or down-regulated in *S. rolfsii *grown in EPSmax13 medium compared to growth in EPSmin17 medium**. An annotated list of all responsive genes, including fold change, *p *value and classification, can be found in Additional file 15.

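By category number in Additional file 15, 54 of the 57 up-regulated unigenes of category 1, Metabolism, were matched to probes, with a median log2 fold change of 1.69 and a range from 0.88 to 3.50. Of these, 53 passed a limma adjusted p of 0.05 and the 2-fold limit. Of the 78 down-regulated unigenes of this category, 77 were matched, with a median of -1.33 and a range from -3.26 to -0.82, and 73 passed. Category 20, Transport, holds 18 up-regulated unigenes and 1 down-regulated unigene, the latter with a log2 fold change of -1.51. Category 99 holds 45 up-regulated and 24 down-regulated unigenes, of which 42 and 22 passed.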

The functional categories with the largest number of differently expressed unigenes are the categories 'Metabolism' and 'Transport' (Figure 6). Among these are four unigenes which we had isolated via the SSH approach (e.g. glycogen phosphorylase, UDP-glucose-4-epimerase, formate dehydrogenase; Table 4). 

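The SSH unigenes in the rows of Additional file 15 used here are C2, F3, 4 VI-8 and 5 VI-11. Glycogen phosphorylase C2 was higher in EPSmax13 with a log2 fold change of 1.46 (standard error 0.29, limma adjusted p = 0.0102). Mannitol-1-phosphate dehydrogenase F3 had a log2 fold change of 1.15 (standard error 0.23, limma adjusted p = 0.0112), averaged over 3 probes of which 1, on the opposite strand, was not well above background, and 1.29 with only probes well above background. The log2 fold change of 5 VI-11, a hypothetical protein in Table 3, was 1.69 (standard error 0.24, limma adjusted p = 0.00454). Formate dehydrogenase 4 VI-8 was not well above background on either EPSmin17 array and was at least 4.28-fold higher in EPSmax13 (limma adjusted p = 0.00182). Such a bound sets the mean of the brighter medium against the mean of, per array of the dimmer medium, the higher of the unigene's own signal and the lowest signal well above background. Among the 46 SSH unigenes with probes, 6 were called higher and 1 lower with adjustment over the matched unigenes, while 3 of 38 passed over all unigenes of the authors' deposited table with its columns given to the arrays they follow, without C2 (limma adjusted p = 0.0937). The others among the called SSH unigenes, named after their values were seen, were the other formate dehydrogenase of Table 3 with a log2 fold change of 1.80 (limma adjusted p = 0.00880), G7 with 1.77 (limma adjusted p = 0.0200) and 8 VI-18. The value of this formate dehydrogenase is the mean of 2 probes that differ, with 1.01 and 2.60. The lower value equals the lowest probe value of contig04947 in Table 2. Acyl-CoA-dehydrogenase 8 VI-18, well above background on 1 of 2 EPSmin17 arrays and on no EPSmax13 array, was called lower in EPSmax13 (limma adjusted p = 0.0147), but not after normexp background correction (limma adjusted p = 0.140) or without EPSmax13 replicate 2 (limma adjusted p = 0.0543), and no fold change is given for it. Of these 7, 5 did not pass with slide as a fixed block, namely C2 (limma adjusted p = 0.140), 5 VI-11 (0.0593), the other formate dehydrogenase (0.0519), G7 (0.0670) and 8 VI-18 (0.0847). F3 failed after 75th-percentile normalization (log2 fold change 0.98, limma adjusted p = 0.0713), after normexp (log2 fold change 0.93, below 2-fold) and without EPSmin17 replicate 1 (limma adjusted p = 0.0614), C2 without EPSmin17 replicate 3 (0.0595), and G7 without EPSmax13 replicate 1 (0.0535) or EPSmin17 replicate 1 (0.122). The 7 formate dehydrogenase contigs of Table 4 had log2 fold changes of 1.29 to 2.88 (limma adjusted p between 6.42e-04 and 0.00588), and contig07858 among them did not pass with slide as a fixed block (limma adjusted p = 0.0596) or over all unigenes of the deposited table (0.0564) and was below 2-fold after normexp (0.67). The contig of UDP-glucose-4-epimerase in Table 4 was not matched to a probe here.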

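As the SSH unigenes were isolated by another method, they were tested as a group against all other probes with limma's camera test. Their median log2 fold change was 0.12, and 33 of 46 were higher in EPSmax13 (camera, two-sided p = 1.04e-05, inter-gene correlation preset to 0.01). Some of the 46 match the same contigs in Table 3, such as 12 VII-3 and 7 VI-14, so not all are separate transcripts. The p of the SSH set was 0.0206 with an estimated correlation in camera and 0.00246 with fry. It was 0.0408 in camera with unigene means in place of probes, which compares with the other matched unigenes only. With 1 array left out the median was 0.13 to 0.21, and 26 to 35 of the 46 were higher, the fewest without EPSmax13 replicate 2. With slide as a fixed block the median was 0.23. It was -0.12 in the authors' deposited table of normalized intensities read by its column names, 4 of whose 5 columns follow the array of another sample.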

The high fold change cut-off used for microarray analysis as well as the lower sensitivity of microarrays compared to SSH probably limited the amount of overlapping hits. 

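For glycogen debranching enzyme, the log2 fold changes of contig13845, contig17335 and contig18482 were 1.14, 1.16 and 1.08 (limma adjusted p between 0.00587 and 0.00953), and 1 pair of these contigs shares 40 bases. For GH16 beta-1,3-glucan recognition protein, contig20926 and contig01604 were higher in EPSmax13 by 1.64 and 1.69 (limma adjusted p between 0.0126 and 0.0152), with an SD between the EPSmin17 arrays of up to 0.91 on the log2 scale. With 1 array left out, the log2 fold changes of these GH16 unigenes ranged from 1.04 to 2.33. In glycoside hydrolase family 31, contig08391 had a log2 fold change of 1.12 (standard error 0.23, limma adjusted p = 0.0117), and contig04502, not well above background in EPSmin17, was at least 1.23-fold higher (limma adjusted p = 0.00606). In glycoside hydrolase family 63, contig20411 had a log2 fold change of 1.06 (standard error 0.17, limma adjusted p = 0.00554). Together with glycogen phosphorylase C2, the median over these 9 unigenes was 1.16, and 1.14 with contig04502 at its bound. Set singly against the mean of the EPSmin17 arrays, the 3 EPSmax13 arrays gave medians of 1.27, 1.27 and 1.20 (SD 0.0385, without the spread between the EPSmin17 arrays). Each probe of these unigenes was brighter on every EPSmax13 array than on every EPSmin17 array. All 9 passed the limma threshold, also when adjusted over the list alone, which is not independent evidence because the list was chosen on these arrays. With slide as a fixed block 7 of the 9 did not pass (limma adjusted p between 0.0565 and 0.167). Over the 21870 unigenes of the authors' deposited table, with its columns given to the arrays they follow, 2 of the 9 passed. Normexp background correction moved the median most among the settings on the scanner values, to 0.93, and contig17335, contig18482, contig01604, contig04502 and contig08391 were then below 2-fold. With 1 array left out, contig17335 and contig18482 were below 2-fold (both 0.99) and contig01604 did not pass (limma adjusted p = 0.0531) without EPSmax13 replicate 2, and C2 (0.0595) and contig08391 (0.0563) did not pass without EPSmin17 replicate 3.

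**Figure D2:**
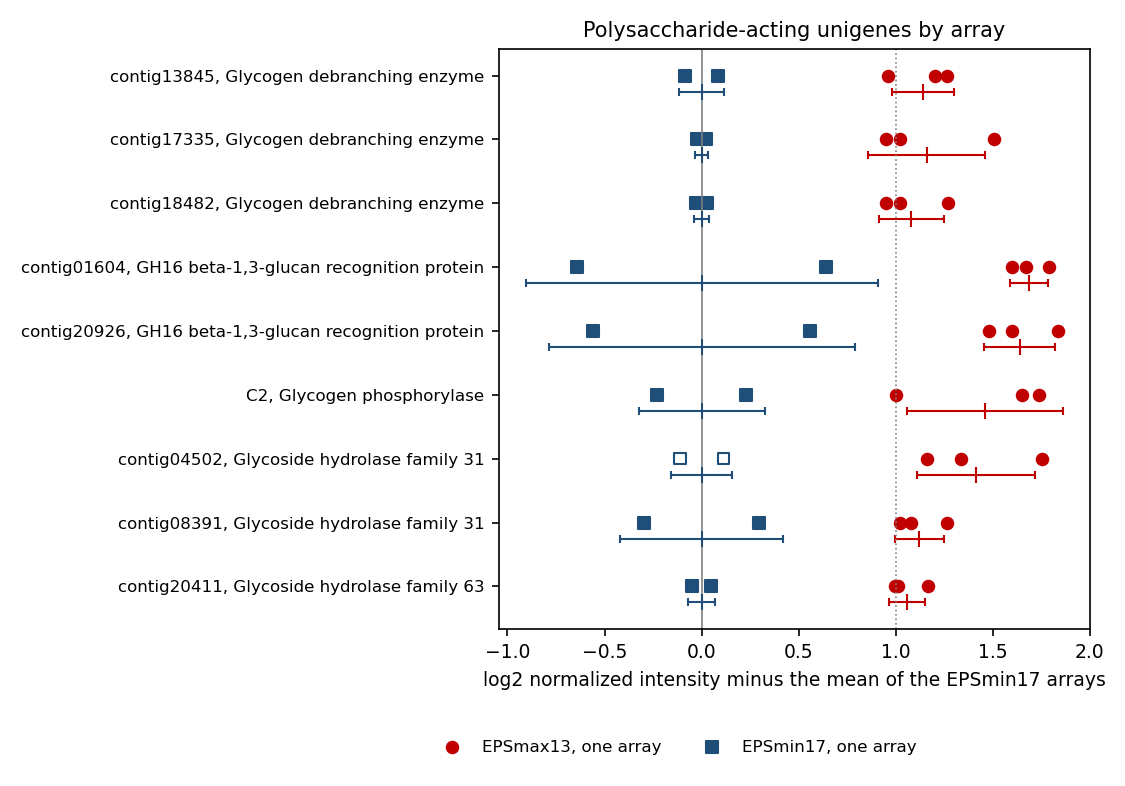
Log2 normalized intensity of the polysaccharide-acting unigenes on each array, relative to the mean of the EPSmin17 arrays, with circles for EPSmax13, squares for EPSmin17, open symbols for unigenes not well above background on every array of that medium, bars for the mean ± SD and a dotted line at a 2-fold change. In each unigene every EPSmax13 array lies above every EPSmin17 array.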

Nine unigenes predicted to encode polysaccharide-acting enzymes were up-regulated when *S. rolfsii *was cultivated in EPSmax13 medium (Table 4), thus representing potential candidate genes involved in scleroglucan elongation and branching. Moreover, many up-regulated unigenes fall into the group of ergosterol and sphingolipid metabolic proteins (Table 4). 

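Over the 13 unigenes under lipid metabolism in Table 4, the median log2 fold change was 1.83, and 1.73 with dim unigenes at their bounds. The 3 EPSmax13 arrays, each against the mean of the EPSmin17 arrays, gave medians of 1.76, 1.62 and 2.04 (SD 0.21, without the spread between the EPSmin17 arrays). The 4 unigenes of squalene monooxygenase had limma adjusted p-values between 0.00494 and 0.00953, and contig04863 among them was not well above background in EPSmin17 and at least 1.36-fold higher in EPSmax13. The other 3 had log2 fold changes of 2.01 (contig19483), 1.86 (contig18170) and 1.61 (contig16238). C-5 sterol desaturase, contig14837, had a log2 fold change of 2.12 (standard error 0.30, limma adjusted p = 0.00456). For C-4 sterol methyl oxidase, contig03744 and contig21591 were higher by 1.83 and 1.56, and contig11092, not well above background in EPSmin17, was at least 2.01-fold higher (limma adjusted p between 0.00626 and 0.0103). The 5 sphingolipid hydroxylase unigenes had log2 fold changes of 1.29 to 1.91 (limma adjusted p between 0.00539 and 0.0136), and 2 pairs of them share 40 bases. All 13 passed the limma threshold over the matched unigenes and when adjusted over the list alone, which is not independent evidence. None passed limma over all unigenes of the authors' deposited table with columns given to the arrays they follow, where the highest adjusted p was 0.0970. With slide as a fixed block 3 of them, all sphingolipid hydroxylases, did not pass (limma adjusted p between 0.0596 and 0.0632). After normexp background correction contig04863, contig16026, contig19971 and contig11092 were below 2-fold. Without EPSmin17 replicate 1, contig01140 (limma adjusted p = 0.0532) and contig08736 (0.0844) did not pass, nor did contig08736 without EPSmax13 replicate 1 (0.0504). The median was 1.34 without EPSmin17 replicate 1 and 2.25 without EPSmin17 replicate 3.

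**Figure D3:**
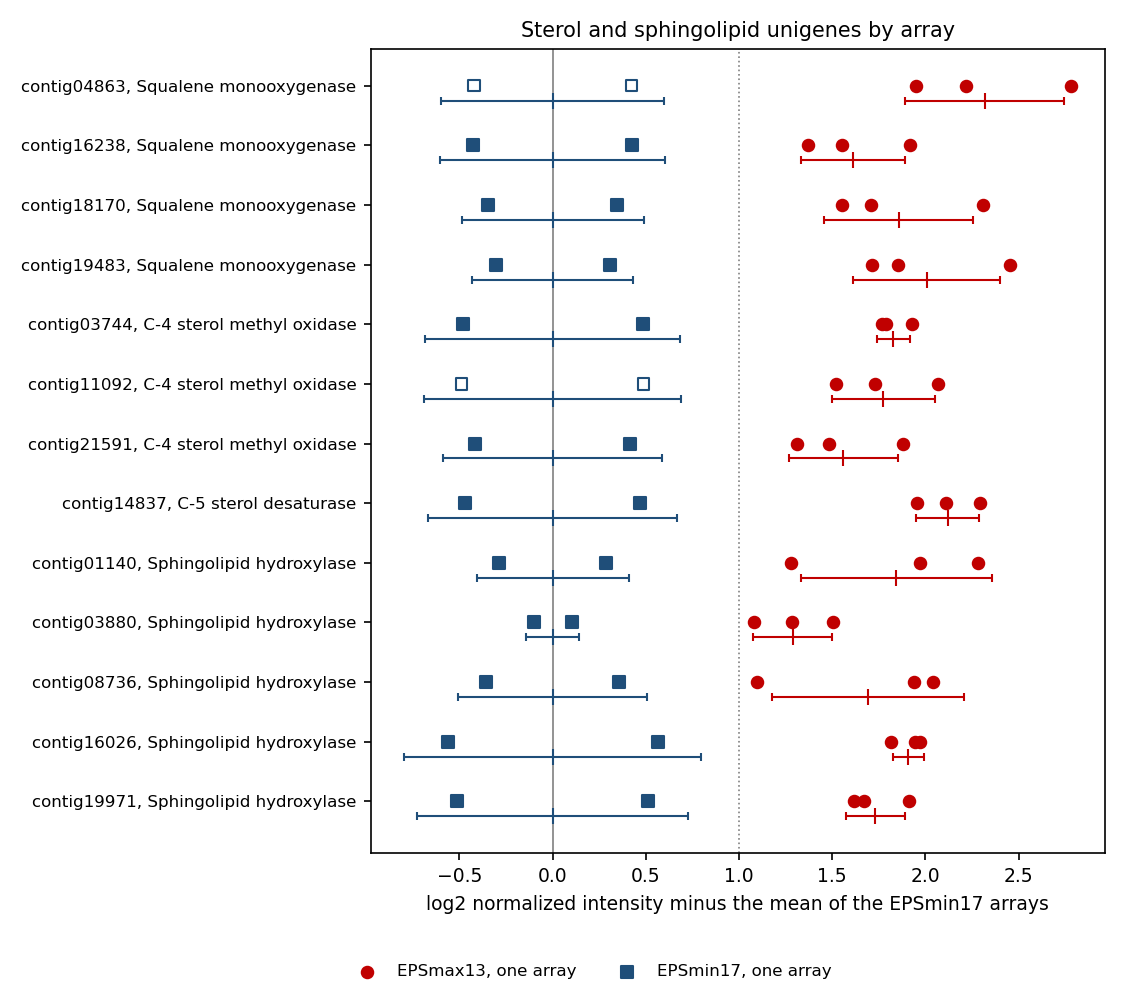
Log2 normalized intensity of the sterol and sphingolipid unigenes on each array, relative to the mean of the EPSmin17 arrays, with circles for EPSmax13, squares for EPSmin17, open symbols for unigenes not well above background on every array of that medium, bars for the mean ± SD and a dotted line at a 2-fold change. In each unigene every EPSmax13 array lies above every EPSmin17 array.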

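Among the up-regulated unigenes of Additional file 15 under transport, 17 were matched to probes and all were higher in EPSmax13, with a median log2 fold change of 1.39. Each EPSmax13 array against the mean of the EPSmin17 arrays gave medians of 1.44, 1.45 and 1.34 (SD 0.0619, without the spread between the EPSmin17 arrays). With limma 16 passed. The remaining one, contig16884, had a limma adjusted p under 0.05 but missed the 2-fold limit. It was not well above background in either medium. The same number passed when adjusted over the list alone, which is not independent evidence. Over all unigenes of the authors' deposited table, with columns given to the arrays they follow, 9 of 18 passed. The median fell to 1.19 without EPSmin17 replicate 1 and was 1.52 without EPSmin17 replicate 3. The 4 unigenes listed as aryl-alcohol dehydrogenases in the rows used here were all lower in EPSmax13, with log2 fold changes from -1.98 to -1.66 (limma adjusted p between 0.00587 and 0.0911), and 3 of them passed.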

Finally, various unigenes assigned to transporters (ions, amino acids, peptides, lipids) and oxidoreductases (e.g. aryl-alcohol dehydrogenases) displayed altered expression under EPSmax13 conditions (Additional file 15). These transcriptional changes could imply that scleroglucan synthesis might be coupled to the cellular ion homeostasis machinery. Such a scenario would be in agreement with the overall concept that microbial EPS production is also an adaptive response towards environmental salt and osmotic stress [44-47].

**Table 4:** Unigenes selected from the microarray analysis that display increased or reduced expression in EPSmax13 medium compared to EPSmin17 medium.

Target ID	Predicted function (TBLASTx)	*P *value	Log_2_Fold
**Carbohydrate metabolism**			
contig13845	Glycogen debranching enzyme	6.43E-03	1.136
contig17335	Glycogen debranching enzyme	4.42E-02	1.174
contig18482	Glycogen debranching enzyme	8.15E-03	1.074
contig19066	UDP-glucose-4-epimerase	3.25E-03	1.012
contig20926	GH16 beta-1,3-glucan recognition protein	1.60E-02	1.542
contig01604	GH16 beta-1,3-glucan recognition protein	1.37E-02	1.540
C2	Glycogen phosphorylase	4.65E-02	1.493
contig04502	Glycoside hydrolase family 31	2.78E-02	1.455
contig08391	Glycoside hydrolase family 31	1.30E-02	1.102
contig20411	Glycoside hydrolase family 63	1.75E-03	1.056
F3	Mannitol-1-phosphate dehydrogenase	1.77E-03	1.305
contig07858	Formate dehydrogenase	1.97E-02	1.307
contig11312	Formate dehydrogenase	6.59E-04	2.341
contig13166	Formate dehydrogenase	1.15E-03	2.826
contig16572	Formate dehydrogenase	1.25E-03	2.611
contig16914	Formate dehydrogenase	6.76E-04	2.570
contig17132	Formate dehydrogenase	4.23E-02	2.360
contig21037	Formate dehydrogenase	1.59E-03	2.231
contig21586	Endocellulase	6.16E-03	-2.391
contig06887	Endocellulase	4.85E-02	-1.571
contig16192	Endocellulase	4.08E-03	-2.419
contig15791	Endocellulase	1.89E-02	-3.138
contig08327	Glucoamylase G2	1.39E-02	-1.069
contig04589	Glucoamylase G2	2.43E-03	-2.330
contig03614	Exo-beta-1,3-glucanase	7.25E-04	-2.473
contig10472	UDP-glucuronosyl/UDP-glucosyl transferase	3.21E-02	-1.403

**Lipid metabolism**			
contig04863	Squalene monooxygenase	4.27E-02	2.255
contig19483	Squalene monooxygenase	4.21E-02	2.007
contig18170	Squalene monooxygenase	4.40E-02	1.861
contig16238	Squalene monooxygenase	2.91E-02	1.546
contig16026	Sphingolipid hydroxylase	4.69E-03	1.858
contig01140	Sphingolipid hydroxylase	3.75E-02	1.741
contig08736	Sphingolipid hydroxylase	3.30E-02	1.625
contig19971	Sphingolipid hydroxylase	1.05E-02	1.610
contig03880	Sphingolipid hydroxylase	1.43E-02	1.291
contig11092	C-4 sterol methyl oxidase	2.49E-02	1.622
contig21591	C-4 sterol methyl oxidase	3.28E-02	1.524
contig03744	C-4 sterol methyl oxidase	4.50E-03	1.754
contig14837	C-5 sterol desaturase	7.16E-03	1.872

## Conclusions

In this study, we used different strategies to reveal genes involved in scleroglucan synthesis and oxalate metabolism of *Sclerotium rolfsii*, a fungus that lacks a sequenced genome. In sum, three independent transcriptomic approaches were applied, which together uncovered candidate genes for each predicted step of scleroglucan synthesis, oxalate synthesis and oxalate degradation. Many of these genes were unraveled in both global comparative transcriptomic analyses, making them as prime candidates for further analyses.

The insights into the genetics and transcriptome of scleroglucan synthesis obtained in this work are to our knowledge the first gained for any EPS produced by a basidiomycete. The sequence data covers a nearly complete set of genes transcribed in *S. rolfsii *and provides an important resource for studying the biology and pathogenesis of *S. rolfsii*.

## Methods

### Cultivation conditions

*S. rolfsii *strain ATCC15205 was cultivated at 28°C in shake flasks containing 50 ml EPS medium (C-source, N-source, 2 g/l K_2_HPO_4_, 0.5 g/l KCl, 0.5 g/l MgSO_4_*7H_2_O, 0.05 g/l FeSO_4_*7H_2_O, 1 g/l yeast extract, 0.7 g/l citric acid 7*H_2_O. pH 4.5) [15]. EPSmax13 contained 40 g/l glucose and 3.0 g/l NaNO_3 _as C- and N-sources, whereas EPSmin17 used 40 g/l fructose and 1.9 g/l NH_4_Cl, respectively.

### Analytical measurements

In order to determine *S. rolfsii *biomass from liquid cultures, 40 g of each culture broth were sampled, preheated to 56°C and subjected to enzymatic cell wall degradation (1 mg Glucanex/g broth). After incubation for 30 min at 56°C, Glucanex was heat-inactivated (90°C, 20 min) and the sample cooled down to room temperature. The initial weight (40 g) was re-adjusted by adding water and 30 g of this solution were centrifuged to harvest the biomass. The dry weight was determined after the wet biomass pellet was vacuum-dried over night (12 h, 60°C).

Scleroglucan levels were determined using isopropanol precipitation. Two volumes of isopropanol were mixed with one volume of culture broth and the resulting scleroglucan precipitate was filtered over a 74 μm mesh filter. After evaporation of isopropanol, the precipitate was vacuum-dried for 2 h at 60°C and the dry weight of scleroglucan determined.

Oxalate levels in the culture supernatant were determined via HPLC (Knaur column H+) using 0.05 M H_2_SO_4 _as solvent and an UV detector (210 nm).

### RNA isolation

Due to the high amounts of EPS produced, extraction of intact total RNA from *S. rolfsii *cultures was only possible by using a caesium chloride-based ultracentrifugation method [48]. In brief, 1 g of *S. rolfsii *mycelium was harvested by filtration and frozen in liquid nitrogen. After homogenization using a dismembrator (Braun Biotech), the pulverized homogenate was resuspended in 5 ml RNA extraction buffer (4 M guanidine isothiocyanate; 0.1 M Tris/HCl, pH 7.5; 1% β-Mercaptoethanol, 0.5% N-laurylsarcosine). After centrifugation (5000 ×g, 10 min, RT), the supernatant was subjected to ultracentrifugation using 5 M caesium chloride (30,000 ×g, 19 h, RT). The resulting RNA pellet was precipitated using 2 volumes of ice-cold EtOH (96%) and 1/10 volumes of 8 M LiCl.

### Suppression Subtractive Hybridization and Reverse Northern analysis

Suppression subtractive hybridization was performed using the PCR-SelectTM cDNA subtraction kit and followed the manufacturer's instructions (Clontech). *S. rolfsii *mRNA extracted from EPSmax13 cultures was used as tester (mRNA population containing specifically expressed transcripts) and mRNA isolated from EPSmin17 as driver (mRNA population that is used for subtraction). The tester cDNAs enriched under EPSmax13 conditions were ligated into pUC18 vector (Fermentas) and transformed into *Escherichia coli *DH5α (Gibco). Selected transformants were subjected to Reverse Northern analysis. Plasmid DNAs isolated from 180 randomly picked clones were slot-blotted onto positively Hybond-N nylon membranes (Amersham) and subjected to three independent hybridization runs using P^32^-labelled cDNAs generated from EPSmax13 and EPSmin17, respectively, as well as pUC18 plasmid DNA as probes. cDNAs were generated using Superscript II reverse transcriptase (Ambion). Hybridizations were performed using the Rapid-Hyb buffer system (Amersham) and followed the manufacturer's instructions.

### 454 pyrosequencing

Mixed cDNA populations obtained from *S. rolfsii *were sequenced in triplicate runs by 454 Life Sciences (Branford, USA). For this purpose, total RNA was isolated from 37 h old cultures of *S. rolfsii *grown in EPSmin17 and EPSmax13 medium (see above). Both RNA populations were pooled in a 1:1 ratio to guarantee equal occurrence and putative constitutively expressed genes (glycerol phosphate dehydrogenase, *gpdS*; glucoamylase G2, accession number D49448) were used for normalization. cDNAs were synthesized using the Clontech's SMART System protocol modified by AGOWA (Berlin, Germany). The cDNA library was sequenced by the ultrafast pyrosequencing method (454 Life Sciences).

### PCR screening

Oxalate oxidase metabolizes oxalate directly to CO_2 _and H_2_O_2 _(enzyme no. 11 in Figure 4) and is found mainly in plants [49-51] but also in basidiomycetes [41]. Sequences from barley (*oxoX*, CAA74595) and the fungus *Ceriopsis subvermispora *(CAD91553) were used to identify regions of high homology (data not shown), inside of which primers were designed (Bar 1, GGTACGAACACGTGGGC; Bar2, CCGGCCTCCACCCGAAGAG) to amplify a potential oxalate oxidase from *S. rolfsii *genomic DNA (see below). Using this primer pair, a ~850 bp fragment was isolated.

Oxalate decarboxylase degrades oxalate to formate and CO_2 _(enzyme no. 7 in Figure 4). Oxalate decarboxylases are present in the brown rot fungi *Postia placenta *[52] and *Flammulina velutipes *[42]. A region within the *F. velutipes oxdc *gene (AF200683), which is highly conserved among oxalate decarboxylases, was used as a template for the design of specific primers (Oxdc1, ATTAAGGATCCATCCATCGCATTTCCGATG; Oxdc2, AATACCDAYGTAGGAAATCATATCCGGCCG). For both PCR reactions, different annealing temperatures and elongation times were tested (not shown).

### Genomic DNA extraction

*S. rolfsii *was cultivated in 100 ml EPSmin17 medium at 28°C, 250 rpm using magnetic stirrers. After 48 h of cultivation, mycelium was harvested by filtration through a piece of gauze and washed twice with hot water (85°C) to remove scleroglucan. The mycelium was frozen in liquid nitrogen and genomic DNA extracted following a protocol described for *Aspergillus nidulans *[53].

### Microarray analysis

Tailor-made microarrays (44K multiplex chip, Agilent) were designed by imaGenes (Berlin, Germany) using an in-house developed method for empirical selection of best performing probes for each gene (Pre Selection Strategy). Briefly, up to ten probes were designed for each of the 454 and SSH unigenes as well as for the *oxox *gene (60 bp long oligomers). The 244K Agilent test array was hybridized with pooled Cy3-labeled cRNAs gained form EPSmax13 and EPSmin17 cultures (see above) and (in average) two of the best performing oligos were selected for each unigene.

For comparative expression profiling, total RNA was isolated from *S. rolfsii*, cultured for 37 h in EPSmax13 and EPSmin17 media as described above. RNA quality control, synthesis of Cy3-labeled cRNA including cRNA purification and cRNA quality control, microarray hybridization, scanning and data extraction (Agilent's feature extraction software) were performed by imaGenes GmbH. The complete set of transcriptional raw data is available as Additional files 8, 9, 10, 11, 12 and 13 and has additionally been archived at Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo under accession number GSE21040. Expression data were analyzed by imaGenes GmbH using an in-house developed data analysis pipeline. After quantile normalization, genes were defined as differentially expressed if their expression levels varied at least 2 fold in EPSmax13 samples compared to EPSmin17 samples and if the difference was statistically significant (Student's t-test, *P*-value cut-off of 0.05).

## Authors' contributions

JS carried out the molecular genetic studies, sequence annotations and microarray analyses and performed the oxalate analyses. LF and JS carried out the SSH approach and extracted RNA and scleroglucan. TB participated in the bioinformatics and functional analyses. JS, DM and US participated in the design of the study. VM and VS conceived of, designed and coordinated the study. JS and VM wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **454 summary**. Summary of 454 sequencing and assembly. Click here for file

Additional file 2 **SAMS results**. Summary of annotation results using SAMS. Click here for file

Additional file 3 **KOG categories**. Unigenes grouped into the KOG categories 'Carbohydrate transport and metabolism (G)' and 'Energy production and conversion (C)'. Click here for file

Additional file 4 **SSH results**. Unigenes identified via SSH and Reverse Northern hybridization. Click here for file

Additional file 5 **60 mers**. Summary for all 60-mer probes designed for microarray hybridization. Click here for file

Additional file 6 **selected 60 mers**. 60-mer probes used for comparative microarray hybridization. Click here for file

Additional file 7 **Sample Key**. Sample key for comparative microarray hybridization. Click here for file

Additional file 8 **251706710004_2**. Raw data for experiment EPSmax13_37 h, Sample A. Click here for file

Additional file 9 **251706710005_4**. Raw data for experiment EPSmax13_37 h, Sample B. Click here for file

Additional file 10 **251706710005_1**. Raw data for experiment EPSmax13_37 h, Sample C. Click here for file

Additional file 11 **251706710005_3**. Raw data for experiment EPSmin17_37 h, Sample A. Click here for file

Additional file 12 **251706710004_4**. Raw data for experiment EPSmin17_37 h, Sample B. Click here for file

Additional file 13 **251706710006_4**. Raw data for experiment EPSmin17_37 h, Sample C. Click here for file

Additional file 14 **Dendrogram**. Dendrogram of the clustering hybridization experiment based on mean expression values. Click here for file

Additional file 15 **Differentially expressed unigenes**. Differentially expressed unigenes in EPSmax13 compared to EPSmin17 medium. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

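Transcript levels of S. rolfsii grown for 37 h in EPSmax13 (glucose with nitrate) or EPSmin17 (fructose with ammonium) were measured on 5 Agilent 44K arrays, 3 of EPSmax13 and 2 of EPSmin17 cultures. Samples were assigned to media and replicates from the sample labels and the sample key in Additional file 7. EPSmin17 Sample B, which the paper excluded, is not among the 5 arrays.

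The authors deposited the scanner output of Agilent Feature Extraction, in which the intensity of each spot is background-subtracted and detrended within the array on a linear scale, without normalization between arrays. The authors also deposited a table with 1 intensity per unigene, which the methods describe as quantile normalized, for 21870 unigenes and 68 other sequences. Its columns have the same median of 292 and a linear scale without centring. The columns named for 4 of the 5 samples follow the array of a sample of the other medium. The table was therefore used only as an alternative, by column name and with each column given to the array it follows, the latter chosen after the values were seen. How the authors combined probes into unigene values is not given in the sources used here.

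From the scanner intensities, control spots were left out, outlier spots were set to missing, spots of 1 probe were averaged, and values were quantile normalized and log2 transformed. No probe was left out for low intensity. The methods name quantile normalization, which was therefore kept. Probes were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, and called at a Benjamini-Hochberg adjusted p under 0.05 and at least 2-fold. The fit had 3 residual degrees of freedom and a prior of 1.84. The methods' t-test is a Student's t-test on linear intensities.

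Probes were paired with unigenes through the sequences of Additional files 3, 4 and 15 and through the rows of Additional file 6 used here. This paired 4056 probes with 2049 unigenes, of which 64 had 1 probe, 1957 had 2 and 28 had 3 or more. A unigene was taken as not above background only where all its probes were. Additional files 5, 6 and 15 were used in part. No overlap or enrichment test was run on them. Sets of probes were compared with camera at an inter-gene correlation of 0.01. The sets were the SSH unigenes, KOG groups of at least 5 unigenes and Table 2 reactions of at least 3 unigenes. With unigene means in place of probes, a set was compared with the other matched unigenes only.

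Unigenes are named by a rule set before the data were examined. It takes all of Table 4, SSH unigenes named by function or listed in Additional file 15, those of Table 2, and Figure 3 without a test. It also takes the putative constitutive genes glucoamylase G2 and gpdS, oxox, and the 5 largest increases and 5 largest decreases. These were ranked among called unigenes whose probes all move 1 way in every pair of arrays. After the values were seen, this ranking was limited to unigenes well above background on all 5 arrays, which replaced 3 decreases. The values of Table 4 and Additional file 15 had been seen when the rule was written.

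Alternatives were 75th-percentile normalization, normexp background correction with an offset of 50, a filter on probes not well above background, outlier spots kept, the deposited table, slide as a fixed or random block, replicate number as a block, each array left out in turn, an intensity trend, other tests and limits, the brightest probe of a unigene and other set tests. The steps were tested on simulated data for 43722 probes of this comparison. With 200 changed probes limma called 0% of them and 1 unchanged probe, and the methods' t-test called 55.0% and 239 unchanged probes. With 7964 changed probes limma called 61.9% of them, and 2.80% of its calls were unchanged probes. Figures were drawn with matplotlib 3.10.9. The number of arrays limits the precision of all values.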

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

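The test of enzyme groups and the rule for the largest changes were set before the data were examined, and the tests of technical explanations were chosen only after the results were seen. The results are signals in groups and unigenes that the text of the paper and Table 4 do not name.

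Of the 46 groups tested 15 passed, 11 higher and 4 lower in EPSmax13. Of these, 2 are the formate dehydrogenases of Table 2, which the paper names, and KOG0069, which shares 13 of its 19 unigenes with them. The 4 others flagged here are those that also passed in the deposited table with columns given to the arrays they follow, a rule chosen after the results were seen, and the remaining 9 had median log2 fold changes from -0.33 to 0.78.

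The 63 unigenes of KOG1575, which the KOG annotation names after the beta subunit of a voltage-gated potassium channel and which also holds 3 of the unigenes listed as aryl-alcohol dehydrogenases, had a median log2 fold change of -0.71 (camera, adjusted p = 4.11e-15 over 46 groups), with 57 lower and 6 higher in EPSmax13 and 16 called. The paper names aryl-alcohol dehydrogenases, but not the group, among oxidoreductases with altered expression. In 10 of its members the signal was not well above background in either medium. Its members include 15 of the down-regulated unigenes of Additional file 15 used here, and of the 48 others 42 were lower, with a median of -0.45. The median stayed below 0 in all 16 settings with arrays under their own medium, the main one among them, from -0.87 to -0.39. The group passed in 14 of these settings. Settings that change only the set test keep the main median. In the deposited table read by column name the median was 0.39. Quantile normalization as the whole cause is argued against by a median of -0.67 after 75th-percentile normalization. Differences between slides as the whole cause are argued against by -0.87 with slide as a fixed block. That fit rests on slide 2, with 1 EPSmin17 array. Among the 85 sequences of the group 5 pairs share 40 bases. Contigs of 1 transcript need not overlap, so near-identical members cannot be excluded by this. Members that vary together cannot be told apart from a shift of the group, since the adjusted p was 0.548 with the estimated correlation and 0.0898 with fry. With unigene means in place of probes, of which a unigene has about 2, the adjusted p was 1.56e-08. That test compares with the other matched unigenes only, many of them selected on these arrays. Carbon source, nitrogen source and scleroglucan production stay open as biological explanations and were not tested apart.

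The 15 unigenes of KOG1198, zinc-binding oxidoreductases, had a median log2 fold change of -0.64 (camera, adjusted p = 2.18e-06 over 46 groups), with 14 lower and 1 higher in EPSmax13 and 0 called. The paper names oxidoreductases with altered expression, but not this group. In 1 of its members the signal was not well above background in either medium. Its members include 1 of the down-regulated unigenes of Additional file 15 used here, and of the 14 others 13 were lower, with a median of -0.63. The median stayed below 0 in all 16 settings with arrays under their own medium, the main one among them, from -0.83 to -0.30. The group passed in 14 of these settings. Settings that change only the set test keep the main median. In the deposited table read by column name the median was 0.57. Quantile normalization as the whole cause is argued against by a median of -0.53 after 75th-percentile normalization. Differences between slides as the whole cause are argued against by -0.83 with slide as a fixed block. That fit rests on slide 2, with 1 EPSmin17 array. Among the 18 sequences of the group 1 pair shares 40 bases. Contigs of 1 transcript need not overlap, so near-identical members cannot be excluded by this. Members that vary together cannot be told apart from a shift of the group, since the adjusted p was 0.589 with the estimated correlation and 0.122 with fry. With unigene means in place of probes, of which a unigene has about 2, the adjusted p was 0.00790. That test compares with the other matched unigenes only, many of them selected on these arrays. Carbon source, nitrogen source and scleroglucan production stay open as biological explanations and were not tested apart.

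The 7 unigenes of KOG2828, acetyl-CoA hydrolases, had a median log2 fold change of 0.89 (camera, adjusted p = 2.18e-06 over 46 groups), with 0 lower and 7 higher in EPSmax13 and 1 called. The paper lists an acetyl-CoA hydrolase in Table 3, but does not name the group. In 0 of its members the signal was not well above background in either medium. Of its members 0 are in the rows of Additional file 15 used here. The median stayed above 0 in all 16 settings with arrays under their own medium, the main one among them, from 0.53 to 0.91. The group passed in 13 of these settings. Settings that change only the set test keep the main median. In the deposited table read by column name the median was -0.53. Quantile normalization as the whole cause is argued against by a median of 0.81 after 75th-percentile normalization. Differences between slides as the whole cause are argued against by 0.88 with slide as a fixed block. That fit rests on slide 2, with 1 EPSmin17 array. Near-identical members cannot be excluded, with 2 pairs of members that share 40 bases among 7 members. Members that vary together cannot be told apart from a shift of the group, since the adjusted p was 0.548 with the estimated correlation and 0.0898 with fry. With unigene means in place of probes, of which a unigene has about 2, the adjusted p was 0.117, which does not pass. That test also changes the comparison, from all probes to the 2049 matched unigenes, 529 of them selected on these arrays. Which of both changes matters cannot be told. Carbon source, nitrogen source and scleroglucan production stay open as biological explanations and were not tested apart.

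The 7 unigenes of KOG0767, mitochondrial phosphate carrier proteins, had a median log2 fold change of 1.13 (camera, adjusted p = 6.48e-05 over 46 groups), with 1 lower and 6 higher in EPSmax13 and 4 called. The paper does not name the group. In 0 of its members the signal was not well above background in either medium. Its members include 3 of the up-regulated unigenes of Additional file 15 used here, and of the 4 others 3 were higher, with a median of 0.12. The median stayed above 0 in all 16 settings with arrays under their own medium, the main one among them, from 0.49 to 1.31. The group passed in 13 of these settings. Settings that change only the set test keep the main median. In the deposited table read by column name the median was -0.42. Quantile normalization as the whole cause is argued against by a median of 1.13 after 75th-percentile normalization. Differences between slides as the whole cause are argued against by 1.31 with slide as a fixed block. That fit rests on slide 2, with 1 EPSmin17 array. Among the 8 sequences of the group 0 pairs share 40 bases. Contigs of 1 transcript need not overlap, so near-identical members cannot be excluded by this. Members that vary together cannot be told apart from a shift of the group, since the adjusted p was 0.642 with the estimated correlation and 0.139 with fry. With unigene means in place of probes, of which a unigene has about 2, the adjusted p was 0.261, which does not pass. That test also changes the comparison, from all probes to the 2049 matched unigenes, 529 of them selected on these arrays. Which of both changes matters cannot be told. Carbon source, nitrogen source and scleroglucan production stay open as biological explanations and were not tested apart.

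The 5 largest increases and 5 largest decreases among called unigenes were ranked only among those of the 2049 matched unigenes that are well above background on all 5 arrays, a limit set after the values were seen. Probes not paired with a unigene were not ranked, and larger decreases were called among them, such as log2 fold changes of -8.63 and -8.48. Additional file 15 as used here lists 8 of the 10, and Table 4 names 1 of them, endocellulase contig15791. The other 9 have no functional category in its rows used here and are the ones flagged. The log2 fold changes were 3.95 (contig01747), 3.50 (contig06429), 3.87 (contig16802), 3.66 (contig20650), 4.34 (contig21730) for the increases and -4.16 (contig00895), -3.87 (contig02772), -3.32 (contig05380), -3.28 (contig07203), -3.26 (contig15791) for the decreases. Over the deposited table with columns given to the arrays they follow, 9 of the 10 had a limma adjusted p under 0.05, and the highest was 0.0565. A single aberrant probe is argued against by a distance between the probes of a unigene of at most 0.18, except for contig15791, which has 1 probe. The smallest absolute log2 fold change of the 10 was 3.26, 3.21 after 75th-percentile normalization, 2.9 with slide as a fixed block and 2.84 with 1 array left out, which argues against normalization, slide or 1 array as the whole cause. After normexp background correction it was 2.68. The largest changes of a ranking are overestimated on average, and the media differ in both nutrient sources, which stays open as a biological explanation.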

How the results depend on the processing

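The alternatives were set before the data were examined, except the deposited table with columns given to the arrays they follow, its combinations with the methods' t-test, and the SSH probes on the brighter strand only. With slide as a random block, with outlier spots kept and with no fold limit, none of the results recomputed changed its direction or its side of a threshold, and counts stayed within 1.5 times.

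The number of called probes, 331 (135 higher, 196 lower), depended on most choices. It was 723 (381 higher, 342 lower) after normexp background correction, 1186 (668 and 518) for probes well above background and 549 (256 and 293) with an intensity trend. After 75th-percentile normalization it was 371 (182 and 189), a share of higher probes of 49.1%. The methods' t-test gave 1468 (734 and 734), 30 (0 and 30) after Benjamini-Hochberg adjustment and 1749 (970 and 779) on log2 values, and limma with an unadjusted p gave 2301 (1268 and 1033). With slide as a fixed block limma called 0 probes (0 higher, 0 lower), with 4258 at an unadjusted p under 0.05, and this fit has 1 residual degree of freedom. Leaving out 1 array gave 0 to 83 probes (0 to 18 higher, 0 to 76 lower). The count was 0 without EPSmax13 replicate 1 and without EPSmax13 replicate 3, where 5825 and 4998 probes had an unadjusted limma p under 0.05, and 70, 70 and 83 without EPSmax13 replicate 2, EPSmin17 replicate 1 and EPSmin17 replicate 3. Where 1 EPSmin17 array is left, limma assumes that it varies like the EPSmax13 arrays. Except for the smaller number of arrays or degrees of freedom, the cause was not tested.

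Of the unigenes of Table 4, 37 of 37 matched passed limma, 23 with slide as a fixed block, 6 with the methods' t-test after Benjamini-Hochberg adjustment, and 33 to 36 with 1 array left out. In the deposited table with columns given to the arrays they follow, limma passed 13 of 39, where 21870 unigenes were tested, and called 292 unigenes in all (143 higher, 149 lower). With the methods' t-test on this table 723 unigenes passed (356 higher, 367 lower).

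The median log2 fold change of the polysaccharide-acting unigenes, 1.16, was 1.26 after 75th-percentile normalization, 0.93 after normexp and 1.11 to 1.26 with 1 array left out. That of the sterol and sphingolipid unigenes, 1.83, was 1.26 after normexp, 2.28 with slide as a fixed block and 1.34 to 2.25 with 1 array left out. That of the transport unigenes, 1.39, was 1.18 after normexp, 1.50 for probes well above background, 1.49 with slide as a fixed block, 1.46 with the brightest probe and 1.19 to 1.52 with 1 array left out. All stayed above 0 under these alternatives. Normexp adds an offset and so shrinks changes of dim probes, and the cause of the other shifts was not tested. The shift of the SSH unigenes stayed upwards and on its side of the threshold under every alternative for which it was recomputed, except the deposited table by column name. Of 46 enzyme groups 15 passed, 8 for probes well above background, 0 with the estimated correlation, 2 with fry, 4 with unigene means, 6 in the deposited table with columns given to the arrays they follow and 10 to 17 with 1 array left out. The difference in correlation within and between media was 0.0136 for probes well above background and has no value under the random slide block or the replicate block.

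The replicate numbers do not pair the samples, as the deviations of replicates 1 and 3 from the medium means correlated with r = -0.102 and -0.0639 across probes. With the replicate block limma called 0 probes (0 higher, 0 lower), with 7613 at an unadjusted p under 0.05, and the median of the polysaccharide-acting unigenes was 1.23.

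Read by its column names, the deposited table reverses the comparison. Limma then called 0 unigenes (0 higher, 0 lower), with 3292 at an unadjusted p under 0.05, and 0 of Table 4, and the methods' t-test 210 (37 higher, 173 lower) and 0 of Table 4. The medians were -0.84 for polysaccharide-acting, -1.31 for sterol and sphingolipid, -0.91 for transport and -0.12 for SSH unigenes, 9 enzyme groups passed, and the difference in array correlation was 0.00164. The log2 fold changes were -0.90, -0.48 and -0.56 for glycogen debranching enzyme, -1.02 and -1.22 for GH16, -1.37 for C2, -0.70 and -0.84 for glycoside hydrolase family 31, -0.73 for family 63, -0.85 for F3, -0.65, -1.48, -1.79, -1.65, -1.62, -1.13 and -1.40 for formate dehydrogenase, 0.79, 2.10, 1.31 and 1.07 for endocellulase, 2.16 and 0.38 for glucoamylase G2, 1.25 for exo-beta-1,3-glucanase, -1.61, -1.13, -1.49 and -1.57 for squalene monooxygenase, -1.51, -1.04, -1.43, -1.40 and -1.22 for sphingolipid hydroxylase, -1.12, -1.31 and -0.77 for C-4 sterol methyl oxidase, -1.24 for C-5 sterol desaturase, -1.43 for 4 VI-8, -1.31 for 5 VI-11 and -0.66 for the other formate dehydrogenase of Table 3. For the unigenes with the largest changes they were 3.29 (contig00895), -2.57 (contig01747), 2.78 (contig02772), 2.25 (contig05380), -2.25 (contig06429), 1.83 (contig07203), 2.10 (contig15791), -2.46 (contig16802), -2.06 (contig20650), -2.41 (contig21730). By construction this reading exchanges 4 of the 5 arrays between the media.

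Signal over background limits the values of dim unigenes. Bounds or no fold changes are given where the change of a single unigene that was dim in 1 medium is reported, while medians of lists and groups and the values by column name include dim unigenes as fitted. The number of arrays limits the rest.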

Differences from the paper's values

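The paper reports 723 differentially expressed unigenes, 356 up- and 367 down-regulated, and here 331 probes were called, 135 higher and 196 lower. The units differ, since a unigene has about 2 probes. Among the alternatives set before the data were examined, normexp background correction (723, 381 and 342) and an intensity trend (549, 256 and 293) lie within 1.5 times all 3 counts of the paper, probes well above background only for those lower (518), and the others do not. The methods' t-test on the deposited table with columns given to the arrays they follow, chosen after seeing the values, gives 723, 356 and 367 and drops 0 of the 544 unigenes of Additional file 15 used here.

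For formate dehydrogenase contig11312 the paper's log2 fold change is 2.341 and the value here 2.59, with a replicate SD of 0.197. Of the 20 alternatives set before the data were examined, 4 lie within the replicate SD of the paper's value. They are 75th-percentile normalization, the replicate block, and leaving out EPSmax13 replicate 2 or EPSmin17 replicate 1. The replicate block gives the same estimate as leaving out EPSmax13 replicate 2. The other 16 do not lie within it. Those that change only the limits, the intensity trend or the choice among probes could not move this value. Of this unigene 1 probe was matched here. The deposited table with columns given to the arrays they follow, chosen after seeing the values, gives 2.34, and with limma it drops all but 13 of the 39 unigenes of Table 4. The other 36 of 37 unigenes of Table 4 lay within the replicate SD of the paper's values, with a median absolute difference of 0.05 over all compared.

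The paper counts 4 SSH unigenes among those differentially expressed, and here 7 were called, including the 4 of Additional file 15. In the deposited table with columns given to the arrays they follow, chosen after seeing the values, limma called 3 and drops 1 of these 4, C2. Among the alternatives set before the data were examined, 75th-percentile normalization, normexp, probes well above background, slide as a fixed block, and leaving out EPSmax13 replicate 1, EPSmin17 replicate 1 or EPSmin17 replicate 3 lie within 1.5 times the paper's count, and the others do not. The paper states an increased expression of all SSH unigenes of Table 3, of which 33 of 46 were higher here and 8 VI-18, near background, was called lower.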

Other observations

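The limma tests of Table 4, Table 2 and glucoamylase G2 were set before the data were examined. The tests on splits, slides, normalization, table columns, strands and Sample B were chosen only after the results were seen.

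The split of the 5 arrays by medium called 331 probes with limma, and the 9 other splits into 3 and 2 called 0 to 1, so that 1 of 10 splits gave as many. With 10 splits chance cannot be excluded at 0.05. The methods' t-test gave 68 to 483 probes in the other splits, against 1468. Differences between slides as the whole cause are argued against by the arrays outside slide 2, of which there is 1 per medium. Over 28820 probes well above background on all arrays, their difference correlated with that between media on slide 2 with r = 0.60 across probes, while the difference between both EPSmax13 arrays of slide 2 gave r = -0.31, whose sign depends on the order of subtraction, so that its size is what compares with the former. Quantile normalization is argued against by 262 of the called probes being called after 75th-percentile normalization too.

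In the deposited table of normalized intensities, the columns named for replicates 1 of both media follow each other's array, as do those named for replicates 3 of each medium. The log2 values of each column, centred over arrays, correlated with the array followed with r = 0.978 to 0.991 across 1001 unigenes, and for the 4 columns with the array named with r = -0.549 to -0.506. The candidate explanation that columns were exchanged in the table was tested on Additional file 15, whose 544 rows used here equal the table (within 0.01%) under the array followed and 0 under the array named for these columns. An exchange of scanner files is argued against by the raw values of Additional files 8, 9, 10 and 13, where all spots used here, at least 880 per array, equal those of the array of the same name. No biological explanation was tested. A t-test on linear values of the table gives the paper's p-values within 0.1% for all 544 rows. Additional file 15 holds 353 of the 356 up-regulated unigenes that this t-test gives.

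Many unigenes were dim on all arrays. Unigenes whose sequence ends in a run of at least 10 A had a median log2 intensity of 13.70 (n = 23), and those that start with a run of T 5.81 (n = 16), a difference of 7.88. This is consistent with probes on the strand opposite to the transcript for part of the unigenes. The unigenes compared are different transcripts with different probes, whose intensities differ for other reasons too. By the longest reading frame, 36.3% of 135 unigenes with a decided frame lie on the other strand. Of 46 SSH unigenes 13 have probes on both strands, and in 5 of these the listed strand is the dimmer one. With SSH probes on the brighter strand only, 7 SSH unigenes were called, as with all probes. The strand as the reason for the small number called cannot be told apart from others by this, since the other SSH unigenes have probes on 1 strand only. No biological explanation was tested.

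EPSmin17 Sample B, which the paper excluded, was compared over 694 spots of Additional file 12. Its log2 intensities correlated with r = 0.967 and 0.975 with the EPSmin17 arrays and 0.955 to 0.958 with the EPSmax13 arrays across spots, and the other 5 arrays with 0.983 to 0.993 among each other.

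In Table 4 the 4 endocellulase unigenes had log2 fold changes of -3.26 to -1.54 (limma adjusted p between 0.00129 and 0.00972), and exo-beta-1,3-glucanase contig03614 -2.51 (limma adjusted p = 0.00273). Glucoamylase G2, used as a putative constitutive gene for the pyrosequencing, had -2.41 (contig04589, limma adjusted p = 0.00456) and -1.08 (contig08327, limma adjusted p = 0.0231). For contig08327 the value was below 2-fold without EPSmax13 replicate 2 (-0.87), and the limma adjusted p was 0.0633 without EPSmax13 replicate 3. Its log2 fold change was -1.10 without EPSmin17 replicate 1 and -1.05 without EPSmin17 replicate 3. These fits leave 1 EPSmin17 array, and neither is counted as a pass. Under the fixed slide block endocellulase contig06887 (limma adjusted p = 0.0595), contig04589 (0.0603) and contig08327 (0.0764) did not pass. Over all unigenes of the deposited table with columns given to the arrays they follow, endocellulase contig06887 (0.0937) and contig21586 (0.0670), contig04589 (0.0565) and contig08327 (0.126) did not pass. The mean log2 intensities of the putative constitutive gene gpdS and of oxox in the deposited table were 2.63 to 2.83. They lie under the lowest signal well above background in the normalized scanner values, 3.99 to 5.15 by array. No change between the media is therefore given for these genes. Of the oxalate unigenes of Table 2, 40 were matched and 9 called, all formate dehydrogenases. In the deposited table with columns given to the arrays they follow, limma passed 7 of 60. Among the 9, contig04947 did not pass there (limma adjusted p = 0.156), and its log2 fold change fell to 0.80 with 1 array left out. Of the unigenes of Figure 3, 12 of 20 were matched, with log2 fold changes from -0.17 to 0.54.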
